A study of Danio rerio with 16 samples. Its data were reported in "Regenerating zebrafish fin epigenome is characterized by stable lineage-specific DNA methylation and dynamic chromatin accessibility" (2020).

How the data were processed

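Whole genome bisulfite sequencing (WGBS) measured the methylation of CpG sites in 16 libraries of the caudal fin of zebrafish carrying Tg(sp7:EGFP), a transgene that marks osteoblasts. There were 8 groups of 2 libraries. Whole fin tissue was taken uninjured (0 days post-amputation, dpa) and at 1, 2 and 4 dpa. At the later time points it came from the regenerating fin, which the study describes as blastema mixed with wound epidermis. Comparisons of whole fin with 0 dpa thus set uninjured fin against regenerate. Cells sorted by fluorescence into sp7+ (EGFP-positive) and sp7- (EGFP-negative) cells were taken at 0 and 4 dpa. Each library came from a pool of fish, so differences between replicates include those between pools. The study describes sorting both cell populations from fish collected per replicate, so sp7+ and sp7- libraries of the same time point and number may share a pool.

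The deposited values were read counts from the authors: for each CpG, the count of reads that covered it and the count of those that read as methylated, with both strands joined and no normalization. To make them, the authors trimmed the reads with Trim Galore, mapped them with Bismark and bowtie2 to a version of GRCz10 that carried the single-nucleotide variants of the strain, removed duplicates and left out CpGs disrupted by a variant. Each library listed the same 23997221 CpGs on 25 chromosomes, no neighbouring pair of them 1 bp apart and none with more methylated reads than reads. Positions are given as deposited, and whether they count from 0 or from 1 was not settled. No annotation of GRCz10 was at hand, so regions are given by position, and the planned comparison of promoters and listed genes was not run. Other data types of the study were not used here.

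The number of CpG calls (reads summed over CpGs) was 117991918 to 153260623 per whole fin library and 198736279 to 471925247 per sorted cell library. Reads carried no molecular identifiers, so depth limits only the counting error. The spread between replicates is given as SD with n = 2 unless stated otherwise. The level of a library was its methylated calls over all its calls, in percent. Differences between levels are in percentage points (points). Levels were compared by two-sided exact permutation tests of libraries, joined across the other factor because 2 libraries against 2 cannot reach a low p. The smallest p was 0.0286 for 4 against 4 sorted libraries and 0.0357 for 2 against 6 whole fin libraries.

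Differentially methylated regions (DMRs) were called with a beta-binomial Wald test written in Python 3.11.15 with numpy 2.4.6 and numba 0.67.0 after the published description of DSS, which was not installed. Levels were smoothed over 500 bp, and the dispersion of each CpG was shrunk to a genome-wide prior. Regions were built from CpGs at an unadjusted p under 1e-05, over at least 200 bp and 5 CpGs, joined across 50 bp, with at least 50% of CpGs past the threshold. At least 5 CpGs had to have 5 reads, and the mean difference had to exceed 25 points. No false discovery rate belongs to such counts. Each was therefore set against 2 mixed splits, in which each side held 1 library of each group, and against single libraries compared with each other over all 28 pairs of the sorted set and all 28 of the whole fin set. Whether pairs across cell types or time points gave more DMRs than pairs within was tested by a one-sided exact permutation test over the 35 splits of the 8 sorted libraries into 4 and 4. Because cell types differ in these counts, time was also compared, after the data were seen, with the 18 splits balanced for cell type. The caller was run on simulated counts at the 699556 CpGs of chromosome 25, with the positions, coverage and levels of the sorted libraries of 0 dpa. It recovered 29.5% of 200 regions changed by 30 points, 58% of those changed by 40 and 80% of those changed by 50. Elsewhere 0 regions were called, but each CpG was drawn on its own, so regional differences between replicates could not arise. The changes were falls in runs of highly methylated CpGs with a minimum of coverage, so the recovery holds for such regions.

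A further test divided the genome into 500 bp tiles with at least 10 calls in every library of the set. The transformed level was fitted with weights for coverage and 1 mean per group. The fit, p-values and their adjustment were written in Python. Only the shrinkage of the variances was done by limma 3.58.1 under R 4.3.3. Where limma is named below, this test is meant. Tiles were called at a Benjamini-Hochberg adjusted p under 0.05 and a difference above 25 points. This fit also held the interaction of cell type and time. On simulated counts for 53631 tiles it recovered 23.5%, 58.5% and 89% of 200 tiles changed by 30, 40 and 50 points. At most 1 other tile was called. These changes were also falls from a high level, and all tiles were given the same dispersion.

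Regions lower in sp7+ cells are called hypoDMRs, after joining those of 0 and 4 dpa that overlapped. Lowly methylated regions were runs of at least 5 CpGs over 200 bp with a smoothed level under 50% in the 4 sp7+ libraries together. For both, the share of regions that changed by less than 25 points between 0 and 4 dpa was counted. The level of hypoDMRs was also read in whole fin. Named regions followed a rule: the 5 hypoDMRs and the 3 regions higher in sp7+ cells with the largest difference over both time points, and the 3 regions with the largest change over time in each cell type, each with no overlap between the libraries compared. The direction of change of time DMRs in libraries that had not been used to call them was read at all regions with calls. Overlaps were compared with regions moved at random along the chromosomes in 100 draws.

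These tests, thresholds and the rule for named regions were fixed before the data were examined, as were most alternatives. For DMRs the alternatives were p under 0.001 and 1e-07, a difference above 40 points, smoothing over 200 bp or none, 10 reads per CpG, removal of CpGs of very high coverage, libraries thinned to the calls of the shallowest, a linear model of the arcsine-transformed level with and without the replicate number as a block, and each library left out in turn. For levels they were other ways to average CpGs, for tiles another size, minimum of calls or difference, and for region changes another definition, limit or set of regions. Added after the data were seen were the removal of the level shift (the median difference at each methylation level taken off), hypoDMRs called at both time points, and each library left out in turn for the changes of hypoDMRs and lowly methylated regions and for the level of hypoDMRs in whole fin. Mixed splits and replicate pairs under other settings, and readings of time DMRs in other libraries per time point, were also added then. With a library left out, the tile test took the remaining one to vary like the other groups. The DMR caller then took the dispersion of that group from the remaining library alone, as it did for single libraries. Spread between replicates of that group does not enter such counts.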

Results

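Methylation was read at 23997221 CpGs in 16 libraries, 2 for each of whole fin at 0, 1, 2 and 4 dpa and of sp7- and sp7+ cells at 0 and 4 dpa. Mean coverage per library was 4.92× to 6.39× in whole fin and 8.28× to 19.7× in sorted cells. Summed over both replicates of a group, it averaged 11.2× in whole fin, with 62.4% of CpGs at 5 reads or more, and 25.1× in sorted cells, with 79.0%. Among CpGs with 5 reads in a library, the group mean share at high level (75% or more) was 69.0% to 74.2% in whole fin and 69.8% to 74.3% in sorted cells.

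The genome-wide comparison asked whether the methylation level changed as the fin regrew. In whole fin the level was 77.2% ± 0.22 at 0 dpa, 79.1% ± 0.133 at 1 dpa, 78.2% ± 0.331 at 2 dpa and 76.4% ± 0.442 at 4 dpa (SD, n = 2 each). The later time points together lay 0.651 points above 0 dpa, with an exact permutation p of 0.464, and leaving out single libraries gave 0.396 to 1.01 points. In sorted cells the level was 78.6% ± 0.453 in sp7- and 79.6% ± 0.961 in sp7+ cells at 0 dpa, and 77.3% ± 1.70 and 77.0% ± 0.353 at 4 dpa (SD, n = 2 each). Over both cell types it fell by 1.89 points from 0 to 4 dpa, with an exact permutation p of 0.0571. Averaged over CpGs with 5 reads or more, the fall was -1.74 points with an exact permutation p of 0.0286, the smallest possible. Without replicate 1 of sp7- cells at 4 dpa it was -2.34 points, with an exact permutation p of 0.0286, while leaving out any other single library gave an exact permutation p of 0.0571 or 0.0857. The level of sp7+ cells was 0.384 points above that of sp7- cells, with an exact permutation p of 0.714. That sign changed without replicate 1 of sp7+ cells at 0 dpa (-0.265 points) and without replicate 2 of sp7- cells at 4 dpa (-0.225 points).

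**Figure D1:**
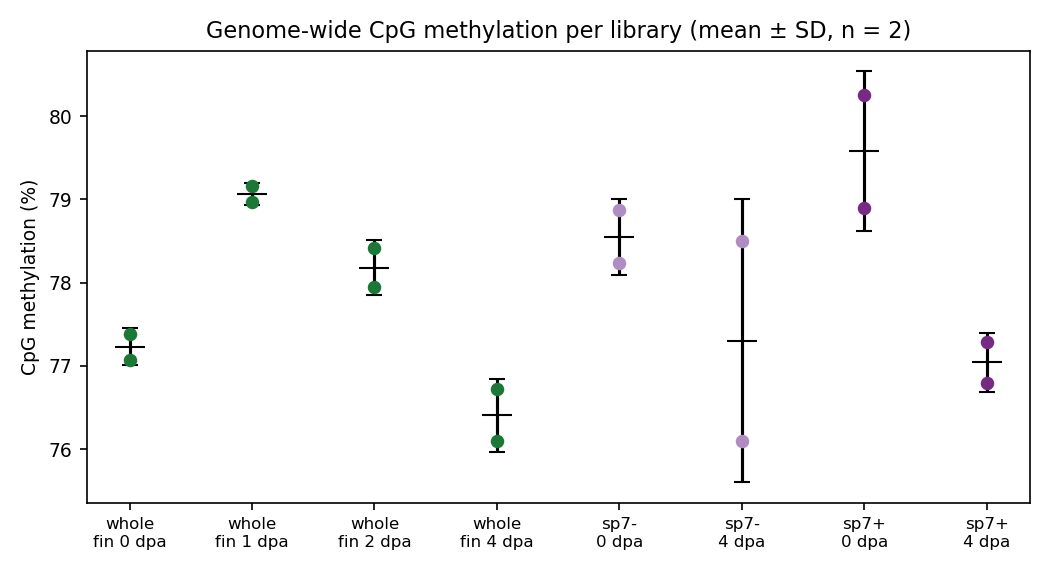
Genome-wide CpG methylation level in percent (vertical axis, not starting at 0) of each library (points) by group, with the mean of each group as a line. Group means lie between 76.4% and 79.6%.

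Comparisons of sp7+ with sp7- cells asked which regions carry a methylation pattern of the cell type. At 0 dpa 2977 DMRs were called, of which 2685 (90.2%) were lower in sp7+ cells, and at 4 dpa 3206, of which 2554 (79.7%) were lower. The median DMR was 354 bp long at 0 dpa and 345 bp at 4 dpa, with 10 CpGs at both, and the median absolute difference was 35.7 and 32.1 points. Mixed splits of the same libraries gave 171 and 42 DMRs at 0 dpa and 118 and 36 at 4 dpa. The counts were thus 17.4 and 27.2 times the higher split. Of the alternatives run, calling without smoothing moved the counts most, to 81 at 0 dpa and 18 at 4 dpa. With libraries left out in turn, the count at 0 dpa was 1898 without replicate 1 of either cell type and otherwise up to 2414. At 4 dpa it was 1856 without replicate 2 of sp7- cells, and 2092 without replicate 1 of sp7+ cells. The share lower in sp7+ cells at 4 dpa was 59.2% without replicate 1 of sp7- cells at 4 dpa.

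Time comparisons within each cell type asked which regions change during regeneration. In sp7+ cells 438 DMRs separated 4 from 0 dpa, 210 lower and 228 higher at 4 dpa, with a median absolute difference of 29.0 points. Mixed splits gave 108 and 49, so the count was 4.06 times the higher split. Without replicate 1 of sp7+ cells at 4 dpa the direction was less even, with 406 lower and 195 higher. With a difference above 40 points required, the order of count and splits turned, with 13 DMRs against 24 and 5 in the splits. In sp7- cells 897 DMRs were called, 632 lower and 265 higher at 4 dpa, against 144 and 44 in the splits, 6.23 times the higher. This count rested on both replicates of sp7- cells at 4 dpa, being 1955 without replicate 1 and 476 without replicate 2. Of the 438 DMRs of sp7+ cells, 40 overlapped one of sp7- cells.

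In whole fin 276 DMRs separated 1 from 0 dpa (48 lower at 1 dpa), 323 separated 2 from 0 dpa (79 lower) and 336 separated 4 from 0 dpa (192 lower). Between later time points 100 separated 2 from 1 dpa (43 lower), 923 separated 4 from 1 dpa (805 lower) and 246 separated 4 from 2 dpa (210 lower). The higher mixed split gave 119, 147, 167, 75, 69 and 95 in the same order, so the counts were 2.32, 2.20, 2.01, 1.33, 13.4 and 2.59 times the higher split. With a difference above 40 points, 2 against 0 dpa gave 14 DMRs, against 19 and 9 in the splits. Calling without smoothing gave 0 DMRs in each of the 6 comparisons. With the level shift between time points removed, 455 DMRs separated 4 from 1 dpa, of which 40.9% rather than 87.2% were lower at 4 dpa. The share lower at the later time point likewise went from 85.4% to 45.5% for 4 against 2 dpa, from 17.4% to 61.1% for 1 against 0 dpa and from 24.5% to 68.7% for 2 against 0 dpa. Without replicate 2 of 2 dpa, 2 against 1 dpa gave 166 DMRs.

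**Figure D2:**
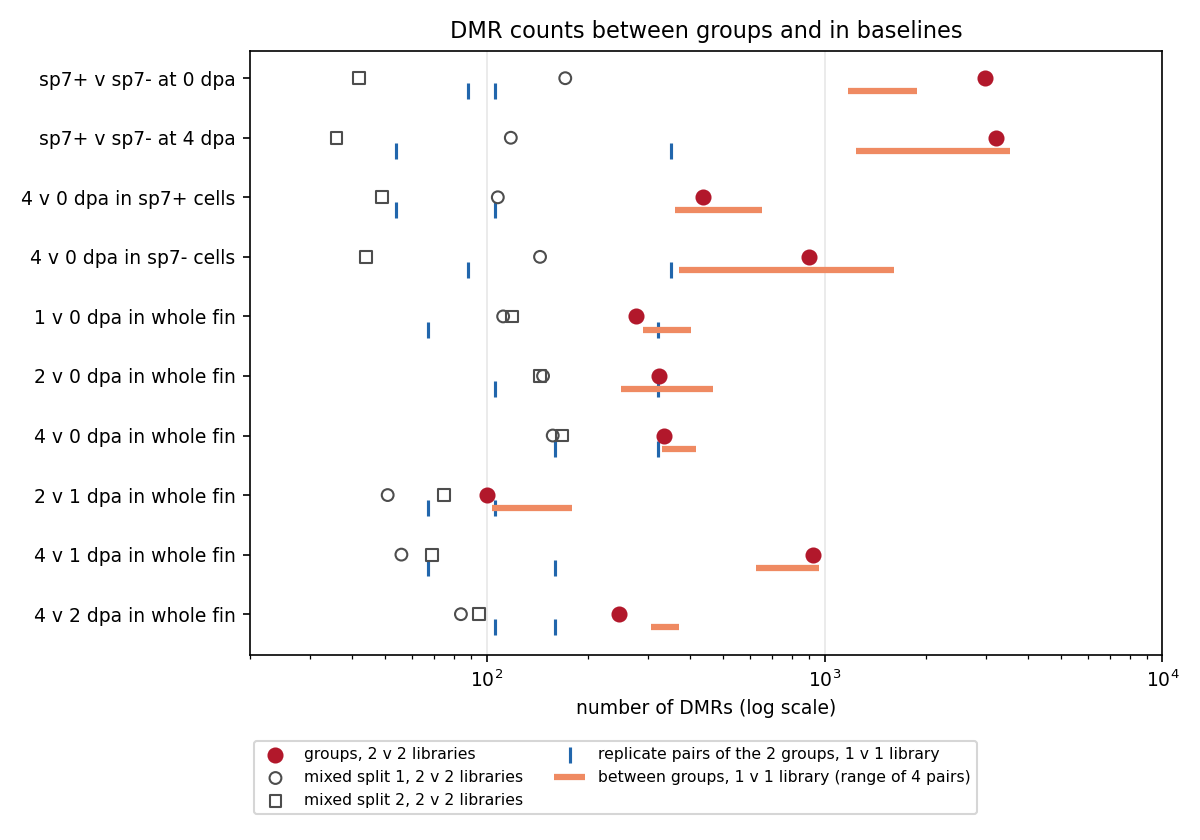
Number of DMRs (horizontal logarithmic axis) for each comparison of 2 against 2 libraries, with its 2 mixed splits and with single libraries compared across and within groups. Cell type comparisons gave 2977 and 3206, and their splits at most 171.

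Comparing single libraries sets a group difference against that between replicates at the same number of libraries. Replicates differed at 88 and 351 DMRs in sp7- cells at 0 and 4 dpa and at 106 and 54 in sp7+ cells. Single sp7+ libraries differed from single sp7- libraries at 1174 to 1872 DMRs at 0 dpa and 1236 to 3540 at 4 dpa. Between 4 and 0 dpa the range was 361 to 655 in sp7+ cells and 371 to 1610 in sp7- cells. Each range lay above the replicate pairs of its groups. For time in sp7- cells this was narrow, at 371 against 351, and did not hold under other settings. There the lowest pair gave 1095 against 1147 between replicates of 4 dpa at p under 0.001, and 98 against 109 in thinned libraries. In whole fin replicates gave 321, 67, 106 and 159 DMRs at 0, 1, 2 and 4 dpa. Single libraries of 1 and 0 dpa differed at 290 to 403 DMRs, those of 2 and 0 dpa at 250 to 468, and those of 4 and 0 dpa at 330 to 418. Those of 2 and 1 dpa gave 104 to 179, those of 4 and 1 dpa 626 to 963, and those of 4 and 2 dpa 306 to 370. The replicate pair of 0 dpa thus reached into the ranges of 1 and of 2 against 0 dpa, and that of 2 dpa into the range of 2 against 1 dpa. Over the 8 sorted libraries, pairs across cell types gave 3209 DMRs on average and pairs within a cell type 523. That difference of 2686 was the largest of the 35 splits, with an exact permutation p of 0.0286, the smallest possible. Pairs across time points gave 2612 and pairs within 1319, a difference of 1293 that 6 of the 35 splits reached, with an exact permutation p of 0.171. Among the 18 splits with 2 libraries of each cell type on both sides, the time split gave the largest difference, with an exact permutation p of 0.0556, the smallest these splits allow. Within a cell type, however, pairs across time points gave only 472 DMRs on average in sp7+ and 948 in sp7- cells. These means lay above the replicate pairs of each cell type, with the limits for sp7- cells given above. The size of the time difference thus comes largely from pairs that also differ in cell type. The largest counts, 4968 to 12558, were between sp7- cells at 4 dpa and sp7+ cells at 0 dpa.

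The tile test asked the same questions with the spread shared over all groups. Of 1870224 tiles tested in sorted cells, limma called 8209 between cell types at 0 dpa (87.7% lower in sp7+ cells) and 7701 at 4 dpa (77.2% lower). It called 809 between 4 and 0 dpa in sp7+ cells (406 lower and 403 higher at 4 dpa) and 1397 in sp7- cells (1101 lower). The interaction, whether the change over time differed between cell types, gave 0 tiles, with 88782 at an unadjusted p under 0.05 where chance alone would give 93511, and a smallest adjusted p of 0.140. With single libraries left out the former was 75527 to 113007, so above as well as below that number, with a smallest adjusted p of 0.0656 without replicate 2 of sp7- cells at 4 dpa. Of the settings that kept all libraries, tiles of 1000 bp moved the cell type counts by the largest factor, to 3447 and 2990. With a difference above 10 points they were 16862 and 17035, the share lower in sp7+ cells was 68.1% at 0 dpa and 67.6% at 4 dpa, and the share lower at 4 dpa in sp7+ cells over time was 64.8% rather than 50.2%. Tile counts rested on single libraries. In sp7+ cells over time the count was 0 without either library of 4 dpa or without replicate 1 of 0 dpa, 4 without replicate 2 of 0 dpa, and 1462 and 1458 without replicates 1 and 2 of sp7- cells at 4 dpa. In sp7- cells over time it was 158 and 376 without replicates 1 and 2 of 0 dpa, 3603 and 396 without replicates 1 and 2 of 4 dpa, and 900 and 908 without those of sp7+ cells at 4 dpa. The cell type count at 0 dpa was 3922 without replicate 1 of sp7- cells, and 3703 and 5397 without replicates 1 and 2 of sp7+ cells. At 4 dpa it was 4310 without replicate 2 of sp7- cells, and 2113 and 3869 without replicates 1 and 2 of sp7+ cells.

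Of 1553415 tiles in whole fin, limma called 880 between 4 and 1 dpa. Against 0 dpa it called 4 at 1 dpa, 1 at 2 dpa and 19 at 4 dpa, and it called 1 between 4 and 2 dpa. Between 2 and 1 dpa it called 0, with 87060 tiles at an unadjusted p under 0.05 where chance alone would give 77671 and the DMR caller gave 100 regions. The count of 880 was 1 without replicate 1 of 1 dpa, 0 without replicate 2 of 1 dpa or replicate 1 of 4 dpa, 91 without replicate 2 of 4 dpa, and 552 and 553 without replicates 1 and 2 of 2 dpa. Without replicates 1 and 2 of 0 dpa the counts against it were 17 and 35 at 1 dpa, 31 and 18 at 2 dpa, and 70 and 60 at 4 dpa. At 4 dpa the count was 4 without either library of 1 dpa, 11 without either of 2 dpa, and 2 and 5 without replicates 1 and 2 of 4 dpa. At 1 dpa it was 0 and 1 without replicates 1 and 2 of 1 dpa and 9 without either library of 4 dpa. At 2 dpa it was 0 without any 1 library of 1, 2 or 4 dpa. Between 4 and 2 dpa it was 0 without either library of 2 dpa, and between 2 and 1 dpa it was 1 without either library of 0 dpa or replicate 2 of 1 dpa.

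The next comparison asked whether the pattern of sp7+ cells was kept during regeneration. Of the 2685 hypoDMRs of 0 dpa, 1157 (43.1%) overlapped one of 4 dpa, against a mean of 0.248% and at most 0.484% for regions moved at random. At hypoDMRs called at 0 dpa the median difference between sp7+ and sp7- cells was -36.7 points at 0 dpa and -27.0 points at 4 dpa, where 99.6% of regions were still lower in sp7+ cells. At those called at 4 dpa it was -32.96 points at 4 dpa and -27.7 points at 0 dpa, with 98.9% lower. Regions higher in sp7+ cells overlapped less between time points, but their differences lay nearer the limit of 25 points for a call. Whether they were kept less beyond that selection was not tested. Of the 292 called at 0 dpa, 51 overlapped one of 4 dpa. Their median difference was 28.9 points at 0 dpa and 14.9 points at 4 dpa, where 93.8% were still higher. Those called at 4 dpa had 29.6 points at 4 dpa and 15.1 points at 0 dpa, with 95.7% higher. Of the 4082 hypoDMRs of both time points together, 3808 (93.3%) changed by less than 25 points in sp7+ cells. With the limit at 15 points, the alternative that moved this most, the share was 63.5%. The median change was 11.9 points upward, and 263 of the 274 regions beyond the limit rose. The quartiles of this change were 5.72 and 17.8 points. Between replicates of sp7+ cells the same regions differed both ways, with quartiles of -4.30 and 5.91 points at 0 dpa and -4.36 and 5.64 points at 4 dpa. In sp7- cells the hypoDMRs rose by a median of 8.50 points, and 92.6% changed by less than the limit. DMRs of sp7+ cells between 4 and 0 dpa overlapped 119 hypoDMRs (2.92%). Of 90849 lowly methylated regions of sp7+ cells, 99.1% changed by less than 25 points, with a median of 1.03 points, and with a limit of 15 points 92.1% did.

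In whole fin the mean level over the 3934 hypoDMRs with calls in every library was 52.6% ± 0.513 at 0 dpa, 54.5% ± 0.438 at 1 dpa, 57.8% ± 1.49 at 2 dpa and 58.4% ± 0.761 at 4 dpa (SD, n = 2 each). The later libraries lay 4.27 points above those of 0 dpa, higher in 6 of 6, with an exact permutation p of 0.0357, the smallest possible. Relative to flanks 2 to 5 kb away the difference was 3.64 points, with an exact permutation p of 0.179. Over the ways to pair the 8 libraries, the 4 time points gave an exact permutation p of 0.0190, and the same relative to flanks. With a library of 2 or 4 dpa left out the exact permutation p was 0.0952, while without either library of 1 dpa it was 0.0476. Without a library of 0 dpa the rise was 4.63 or 3.91 points, and 1 library against 6 cannot reach a p under 0.05. In sorted cells the same regions went from 54.7% ± 0.899 to 63.8% ± 1.90 in sp7- cells and from 23.2% ± 0.536 to 34.9% ± 0.418 in sp7+ cells (SD, n = 2 each).

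**Figure D3:**
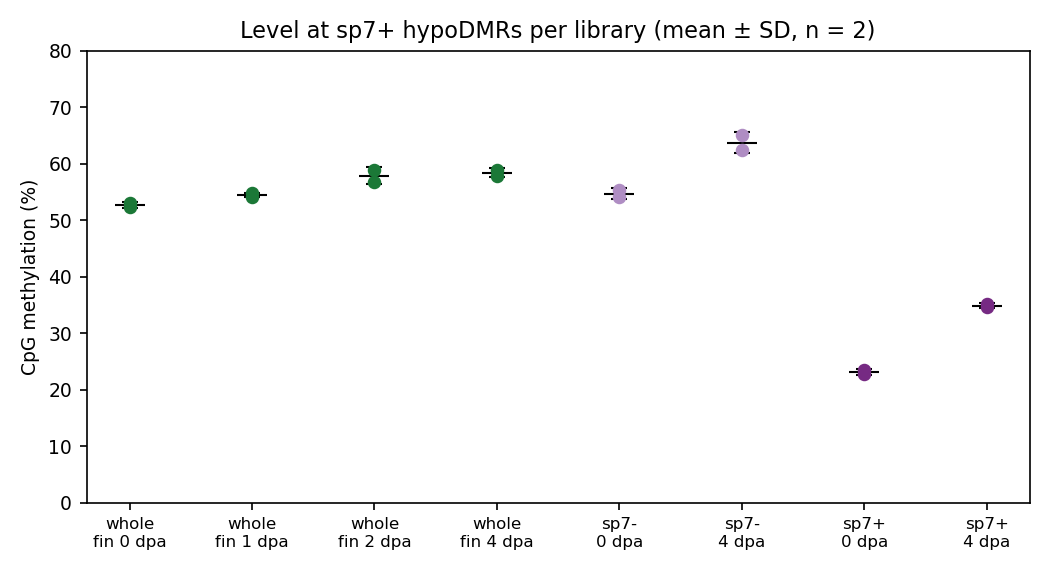
Mean methylation level in percent (vertical axis) over 3934 regions lower in sp7+ cells, per library (points) with group means, by days post-amputation for whole fin, sp7- and sp7+ cells. Whole fin lay at 52.6% at 0 dpa and 58.4% at 4 dpa.

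DMRs between 4 and 0 dpa were followed in libraries not used to call them. Of the regions of sp7+ cells with calls in whole fin, 353 of 435 (81.1%) changed in the same direction there, against 57.0% and 46.7% of the regions of mixed splits. Of those of sp7- cells 809 of 896 (90.3%) did, against 45.5% and 47.7%. The mean level of regions that rose minus that of regions that fell went in whole fin from -17.4 ± 0.156 points at 0 dpa to -21.6 ± 2.36 at 1 dpa, -10.4 ± 2.70 at 2 dpa and 0.0601 ± 2.40 at 4 dpa for the regions of sp7+ cells (SD, n = 2 each). For those of sp7- cells it went from -28.5 ± 1.65 to -26.5 ± 0.281, -13.9 ± 3.24 and -3.85 ± 2.24 points. In both sets no other way to pair the 8 libraries separated the pairs as far, with an exact permutation p of 0.00952. Taking all later libraries together against 0 dpa, the exact permutation p was 0.429 for regions of sp7+ cells and 0.107 for those of sp7- cells. For regions of mixed splits the former exact permutation p was between 0.505 and 0.895.

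**Figure D4:**
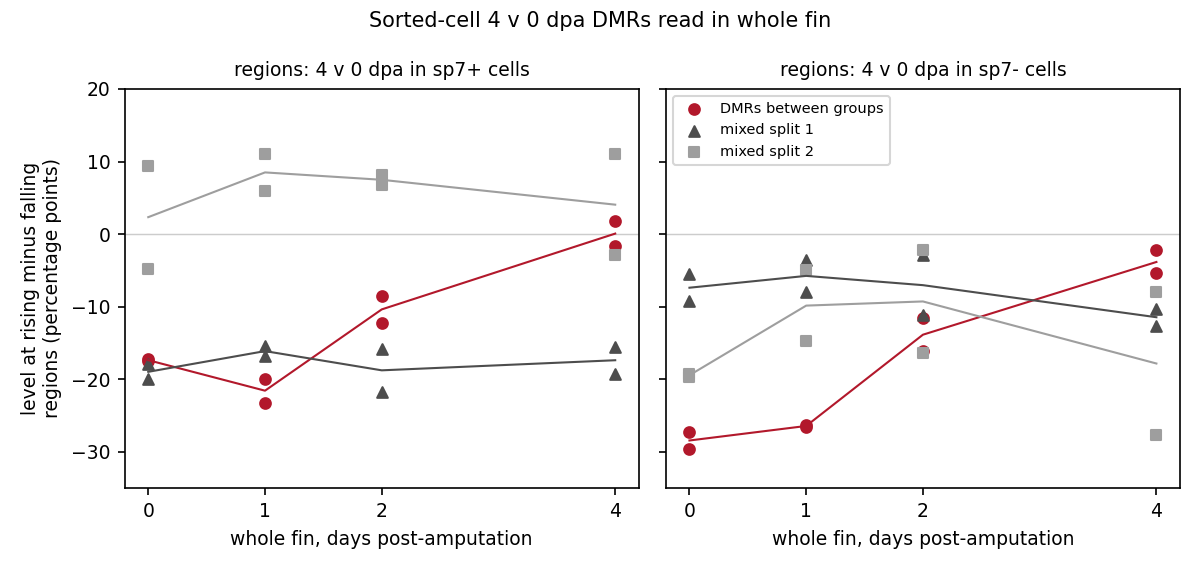
Mean level of regions that rose minus that of regions that fell between 0 and 4 dpa in sorted cells, in points (vertical axis), read in whole fin libraries (points) by days post-amputation for real DMRs and for those of mixed splits. Real DMRs of sp7- cells moved from -28.5 to -3.85 points.

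Of the named regions lower in sp7+ cells, the first lay at 48402337 to 48402784 on chromosome 6 of GRCz10 (10 CpGs). Its level was 19.01% ± 2.46 in sp7+ and 84.8% ± 0.285 in sp7- cells at 0 dpa, and 33.8% ± 6.01 and 85.9% ± 8.29 at 4 dpa (SD, n = 2 each, 75 to 189 calls per library). The others began at 46350304 on chromosome 12, 31534377 on chromosome 16, 36035164 on chromosome 20 and 12076682 on chromosome 19, with sp7+ levels of 2.22% to 24.7% at 0 dpa and 13.9% to 44.3% at 4 dpa. The sp7- levels there were 60.3% to 91.1% at 0 dpa and 73.5% to 92.0% at 4 dpa. Of the regions higher in sp7+ cells, the first lay at 45159344 to 45160187 on chromosome 23 (44 CpGs). Its level was 72.7% ± 2.21 in sp7+ and 8.72% ± 2.22 in sp7- cells at 0 dpa, and 50.9% ± 3.47 and 5.02% ± 2.64 at 4 dpa (SD, n = 2 each, 719 to 2021 calls per library). It was called at both time points under all 9 other settings read. Regions beginning at 11626937 on chromosome 4 and at 1417416 on chromosome 5 were the other 2. For the 8 regions the calls failed under 0 to 4 of the 9 settings, most often without smoothing.

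The named regions with the largest change over time had few reads. This does not hold for time DMRs in general. With 10 reads per CpG, 374 were still called in sp7+ cells and 815 in sp7- cells. In sp7+ cells the largest changes were at 27586088 to 27586327 on chromosome 12, from 35.8% ± 15.3 to 94.8% ± 7.37, and at 51043004 to 51043268 on chromosome 13, from 72.5% ± 19.6 to 9.63% ± 13.6 (SD, n = 2 each). A library held as few as 4 calls at the former and 1 at the latter. At 23669026 to 23669352 on chromosome 8 the level went from 8.30% ± 2.61 to 60.8% ± 13.3 (SD, n = 2 each, 31 to 69 calls per library). In sp7- cells they were at 7763424 to 7763667 on chromosome 16 (6.67% ± 9.43 to 74.4% ± 7.95), 40006288 to 40006908 on chromosome 11 (95.6% ± 0.917 to 42.4% ± 14.7) and 26084374 to 26084573 on chromosome 24 (25.3% ± 8.41 to 81.1% ± 12.6). Calls per library there ranged from 7 to 120. None of these 6 was called with 10 reads per CpG, without smoothing or in thinned libraries.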

Values the study reported

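The study reported an average coverage of 11.2× with 62.4% of CpGs covered at least 5× for whole fin, and 25.1× with 79.0% for sorted cells. It gave genome-wide levels of around 80% in whole fin, with around 70% of CpGs highly methylated there, and of around 78% in sorted cells. It called DMRs with DSS and reported 2154 between sp7+ and sp7- cells at 0 dpa and 2029 at 4 dpa, of which 91% and 84% were lower in sp7+ cells. Of 2883 hypoDMRs, 2734 (95%) changed by less than 0.25 between 0 and 4 dpa, and 30 (1.0%) overlapped DMRs associated with regeneration. The same held for over 99% of lowly methylated regions. Between time points it found few DMRs, no more in whole fin than between replicates and a similar number in sp7+ cells. It judged most of these likely false positives and obtained similar results with another caller.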

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

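Alternatives that removed the level shift, took hypoDMRs of both time points alone, recalled mixed splits and replicate pairs, or left out libraries for the changes of hypoDMRs and lowly methylated regions and for hypoDMRs in whole fin were chosen only after the results were seen. The comparison of promoters and listed genes was not run for want of an annotation. DMR counts are given in the order of the report: cell types at 0 and 4 dpa, time in sp7+ and sp7- cells, then in whole fin 1, 2 and 4 against 0 dpa, 2 and 4 against 1 dpa and 4 against 2 dpa. Baselines are the mean of the 2 mixed splits of each comparison, 106.5, 77, 78.5, 94, 115.5, 145.5, 162, 63, 62.5 and 89.5 in the same order. The cause was not tested for any change below unless stated.

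Cell type and time differences in the counts of library pairs kept their order and their side of 0.05 at p under 0.001 (4907 and 2119 DMRs) and in thinned libraries (1227 and 717). Of the DMR counts, 21 of 44 in sorted cells and 20 of 66 in whole fin stayed within 1.5 times the reported ones. Removing CpGs of very high coverage moved none of them further than that.

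A threshold of p under 0.001 raised the counts to 4761, 4930, 859, 1644, 850, 946, 896, 392, 2042 and 807, and their baselines to 245, 198.5, 179, 253, 328.5, 406.5, 434, 274, 265 and 315.5. Replicate pairs went from a mean of 150 to 500 in sorted cells and from 163 to 605.5 in whole fin. A threshold of p under 1e-07 lowered the counts to 1879, 1962, 224, 462, 119, 133, 133, 25, 418 and 72, and the baselines to 56, 36, 39, 41.5, 54, 70.5, 76.5, 14.5, 23 and 27.5. By construction a looser threshold admits more CpGs.

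A difference above 40 points left 816, 359, 13, 83, 24, 14, 28, 10, 30 and 15 DMRs, with baselines of 18.5, 11, 14.5, 12.5, 16.5, 14, 22, 5, 6 and 10.5. Time in sp7+ cells then lay below its baseline, and 2 against 0 dpa in whole fin at its baseline. Of the cell type DMRs, 99.1% and 91.9% were lower in sp7+ cells under this limit.

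Smoothing over 200 bp gave 1169, 1084, 132, 250, 43, 43, 47, 7, 153 and 35 DMRs, with 86.5% of those between cell types at 0 dpa lower in sp7+ cells. Without smoothing there were 81, 18, 0 and 4 in sorted cells, with 98.8% and 83.3% lower, and 0 in all 6 whole fin comparisons. Each CpG then stands on its own reads, so depth limits such calls. The limma tile test, which pools the reads of a tile, gave 809 tiles where this setting gave 0 in sp7+ cells.

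Thinning to the shallowest library gave 1635 and 1987 DMRs between cell types, with 84.3% and 73.5% lower in sp7+ cells, so part of these counts rests on depth. Baselines of the 4 sorted cell comparisons fell to 35.5, 24, 17.5 and 40, and replicate pairs of sorted cells to 38.75. Of the DMRs of sp7+ cells over time, 62.4% rather than 47.9% were then lower at 4 dpa. With 10 reads per CpG, 2 against 1 dpa gave 52 and 4 against 2 dpa 161 DMRs. Baselines were 56.5, 37, 36 and 42.5 in sorted cells, and 74.5 for 1 against 0, 34 for 2 against 1, 36.5 for 4 against 1 and 44 for 4 against 2 dpa in whole fin.

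With the level shift removed, time in sp7+ cells gave 245 DMRs, 4 against 1 dpa 455 and 4 against 2 dpa 154. The share of cell type DMRs lower in sp7+ cells was 87.4% at 0 dpa and 73.0% at 4 dpa. The prevailing direction of the DMRs changed with it in 4 of the 6 whole fin comparisons, as the report gives. It did not for 4 against 0 dpa (57.1% and 59.1% lower at the later time point) or for 2 against 1 dpa (43% and 36.6%).

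A linear model of the arcsine-transformed level over all libraries of a set kept the 4 sorted cell counts within 1.5 times. In whole fin it gave 161, 164, 161, 44, 544 and 123 DMRs, and at 0 dpa 92.4% of cell type DMRs were lower in sp7+ cells. Whether replicate numbers pair libraries across groups was checked by the correlation of replicate differences over tiles, which was 0.0539 to 0.103 between sorted groups and -0.00425 to 0.00180 between whole fin groups. The order did not follow the pools that sp7+ and sp7- cells of a time point may share, being 0.103 for them at 0 dpa but 0.0616 at 4 dpa, below 0.0739 for sp7- cells at 4 dpa and sp7+ cells at 0 dpa. In sorted cells the mixed split with equal numbers on a side gave the more DMRs in all 4 comparisons, 171 against 42, 118 against 36, 108 against 49 and 144 against 44, and also in thinned libraries, although replicate 1 was the deeper library of each group. What sorted libraries of a number share was not tested. The reported values use no pairing. With the replicate number as a block the model gave 182, 200, 183, 51, 597 and 143 DMRs in whole fin and 91.6% lower in sp7+ cells at 0 dpa. The tile test with this block gave 1434 tiles over time in sp7+ cells, 11 for 1 against 0 dpa and 2 for 2 against 0 dpa.

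With a difference above 10 points, 16862 and 17035 tiles were called between cell types, 2712 and 2407 over time in sp7+ and sp7- cells and 1481 between 4 and 1 dpa. The share lower in sp7+ cells was then 68.1% and 67.6%, against 87.7% and 77.2%. Tiles of 1000 bp gave 3447, 2990, 192 and 497 in sorted cells, 12 and 9 for 1 and 2 against 0 dpa, and 0 for 4 against 2 dpa. With at least 20 calls, 16 tiles were called for 1 against 0 dpa and 3 for 4 against 2 dpa. The interaction gave 0 tiles in limma under each alternative and with each library left out. Its tiles at an unadjusted p under 0.05 were above the number expected by chance with the block (103219) and without replicate 1 or 2 of sp7- cells at 4 dpa (100609 and 113007).

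The fall of the genome-wide level in sorted cells passed 0.05 as a mean over CpGs with 5 reads (-1.74 points) and over CpGs with 5 reads in all libraries (-1.66 points). The share of hypoDMRs that changed by less than 25 points was 90.4% for those called at 0 dpa, 97.1% at 4 dpa and 95.8% at both. It was 89.5% for those called in replicate 1 and measured in replicate 2, 95.2% from smoothed levels and 63.5% with a limit of 15 points. For lowly methylated regions it was 99.85% with the level under 25% and 92.1% with a limit of 15 points. The rise of hypoDMRs in whole fin was 3.64 points relative to flanks, with an exact permutation p of 0.179 against 0 dpa and an unchanged 0.0190 over the 4 time points.

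Leaving out libraries in turn gave ranges. The level of sp7+ minus that of sp7- cells was -0.265 to 0.890 points, below 0 also without replicate 2 of sp7- cells at 4 dpa (-0.225 points). That of 4 minus 0 dpa in sorted cells was -2.34 to -1.49 points, with an exact permutation p of 0.0286 in 1 of the 8 fits and 0.0571 or 0.0857 in the others. DMR counts were 1898 to 2414 between cell types at 0 dpa, 1856 to 4150 at 4 dpa, 476 to 1955 over time in sp7- cells, 392 to 601 over time in sp7+ cells (601 with 406 lower and 195 higher without replicate 1 of 4 dpa) and 89 to 166 for 2 against 1 dpa, each end as named in the report or within 1.5 times. The share lower in sp7+ cells was 78.1% to 86.8% at 0 dpa and 59.2% to 82.5% at 4 dpa. The share of hypoDMRs below the limit was 89.4% to 92.4% and that of lowly methylated regions 97.8% to 98.8%. Tile counts were 3703 to 9108 and 2113 to 10862 between cell types, 0 to 1462 and 158 to 3603 over time in sp7+ and sp7- cells. In whole fin they were 0 to 35, 0 to 31 and 2 to 70 against 0 dpa, 0 to 1 for 2 against 1 dpa, 0 to 1155 for 4 against 1 dpa and 0 to 1 for 4 against 2 dpa. Counts moved both ways, and in the tile test the library left alone in a group was taken to vary like the other groups. The rise of hypoDMRs in whole fin was 3.86 to 4.82 points. Its exact permutation tests were above 0.05 without a library of 2 or 4 dpa, where fewer libraries also raise the smallest p possible. Without a library of 0 dpa they cannot go below 0.05.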

Other observations

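Tests of what lies behind the patterns here were written before the values they measure were seen, except those of dissociation, of differences shared by sorted libraries of a number, of selection, of sp7- cells in the sp7+ sort, of regions of intermediate level, of the share of sp7+ cells in whole fin and of whole fin at 1 dpa, the readings of unmethylated windows in each kind of sample, the counts of ways to pair the libraries and of splits balanced for cell type, and the recurrence without the partner group, which were chosen only after the results were seen.

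The number of DMRs between cell types was 2977 at 0 dpa and 3206 at 4 dpa. Each was higher than the number the study reported. This depended on the setting, as both were lower than in the study in thinned libraries (1635 and 1987) and at p under 1e-07 (1879 and 1962). DMRs of sp7+ cells between 4 and 0 dpa overlapped 119 hypoDMRs, or 2.92%. Both were higher than in the study. The study found no more time DMRs in whole fin than between replicates, and a similar number in sp7+ cells. Here counts between 4 and 0 dpa of sp7+ cells lay above those between replicates when single libraries were compared. In whole fin this held for 4 against 0, 1 and 2 dpa, but not throughout for the other comparisons. The test was rebuilt rather than run in DSS, and what made the values differ was not tested.

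DMRs between 4 and 0 dpa outnumbered those of mixed splits in both cell types. A difference in depth between libraries would remove the excess once all libraries are thinned to equal calls, but thinned counts were still at least 10.6 times the higher split. A genome-wide shift in level would remove it once the shift is taken off, and counts were then still at least 2.17 times the higher split. Neither can be the whole cause. The excess did not hold in sp7+ cells with a difference above 40 points, where 13 DMRs were called. Chance, or variation between pools of fish, would leave about as many regions moving 1 way as the other in whole fin, which came from other libraries. There 81.1% of regions of sp7+ cells and 90.3% of those of sp7- cells moved in the direction of the call, which argues against both as the cause for most regions. It argues in the same way against the dissociation of 0 dpa fins and 4 dpa blastemas for sorting, which whole fin did not go through. A change in the cell mix of the sp7- sort alone stays open for the regions of sp7- cells. Of these, 95.7% moved the same way in sp7+ cells, but sp7- cells in the 4 dpa sp7+ sort would carry such a change over. The share of them needed, for regions called in 1 replicate and measured in the other, was 40.4% and 51.0%, or 1.39 and 1.60 times that needed at hypoDMRs. These lie on either side of the limit of 1.5 times, so the test does not decide. That both ratios have to pass the limit, and that this decides how the 95.7% is read, was set after these values were seen, and on the larger ratio alone the cell mix would have been argued against. What stays open besides is a change of methylation within cells and a change of cell types shared by all 3 kinds of sample. Over single pairs of sorted libraries, 6 of the 35 splits gave as large a difference as time, but these include splits that partly separate the cell types. Of the 18 splits balanced for cell type only the real one did, and so few splits cannot exclude chance (exact permutation p 0.0556). The largest counts there involved replicate 2 of sp7- cells at 4 dpa, which differed from sp7+ libraries at 7379 DMRs on average, against 3349 for replicate 1.

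Replicate pairs gave fewer DMRs than other pairs. Their mean count was 150 in sorted cells and 163 in whole fin. Of the 105 ways to pair the 8 libraries of each set, only the real one gave a mean as low in either set. This argues against chance for both (exact permutation p 0.00952 in each set, the smallest possible). DMRs between replicates may mark regions that vary between pools of fish. Of 1252 such regions, 12.9% recurred in the replicate pair of another group, against at most 0.399% for regions moved at random. Because sp7+ and sp7- libraries of a time point may share a pool, recurrence was also counted without that partner group, and 10.9% recurred, against at most 0.479% for moved regions. A difference shared by sorted libraries of the same number cannot be the whole cause, since 7.20% of the 653 regions of whole fin recurred in another whole fin group, against at most 0.459% for moved regions. Sequence variants that differ between fish would give the same recurrence and were not tested. DMRs of sorted cells between cell types or time points overlapped those of whole fin replicates at 0.343% to 0.913% of regions.

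The genome-wide level differed between time points. In whole fin only 1 of 105 ways to pair the 8 libraries, the real one, separated the pairs as far. In sorted cells 23 did, and 5 did at CpGs read in all libraries. For whole fin this argues against chance (exact permutation p 0.00952, the smallest possible). It cannot tell time from anything else that the 2 libraries of a time point share. The planned test of 0 dpa against all later libraries gave an exact permutation p of 0.464. Incomplete bisulfite conversion would shift unmethylated windows in the same direction and by at least as much. In sorted cells these rose by 0.137 points from 0 to 4 dpa, with an exact permutation p of 0.114, while the genome-wide level fell by 1.89 points. The rise came from sp7- cells. In sp7+ cells the windows changed by -0.0140 points and the level by -2.54 points, and in whole fin from 0 to 4 dpa by -0.00484 and -0.827 points. Such amounts argue against incomplete conversion as the cause. Unmethylated windows cannot show the opposite fault, conversion of methylated cytosines, so that was not tested. Coverage of different CpGs would lose the order at CpGs read in all libraries, where the difference was -1.66 points. A candidate explanation is delayed methylation of new DNA in dividing cells. It needs a larger fall at CpGs without near neighbours, and among highly methylated CpGs the level fell by 3.10 points there and by 1.64 points at CpGs with 4 or more neighbours within 100 bp. Relative to the unmethylated share at 0 dpa this was a ratio of 1.23 against 1.17, so part of the contrast follows from the lower starting level. In whole fin the changes from 0 to 4 dpa were -2.10 and -0.982 points. From 0 to 1 dpa, however, CpGs without near neighbours rose there by 1.60 points, which delayed methylation cannot give, so it does not account for the rise at 1 dpa. A different mix of cells remains open at each time point, as no test addressed it.

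The level of hypoDMRs rose between 0 and 4 dpa in sp7+ cells. Selection of extreme values would remove the rise where regions were called in 1 replicate and measured in the other, but the median rise there was at least 11.3 points. A gain at all regions of intermediate level would raise lowly methylated regions at 15 to 35% that did not differ between cell types by a similar amount, and these rose by a median of at most 1.78 points, with 57.4% and 59.4% of them rising against 86.7% and 87.8% of hypoDMRs. An average sample of sp7- cells in the 4 dpa sp7+ sort could give the rise. Regions higher in sp7+ cells then have to fall, which they did, by 10.8 and 10.6 points. The share of sp7- cells needed was 29.1% and 31.9% at hypoDMRs and 34.2% and 45.6% at regions higher in sp7+ cells, at most 1.43 times as much. At the lowly methylated regions just named it was 28.2% and 33.6%. Such admixture is thus a hypothesis the values leave standing, beside a change in the sp7+ cells themselves or in which cells carry EGFP. It would not account for the DMRs of sp7+ cells over time, which needed at least 1.71 times the share needed at hypoDMRs. In whole fin the level of hypoDMRs rose too, and a rise by a genome-wide shift would vanish relative to flanks. At 1 dpa it did, with 0.111 points left, so the shift can account for that rise. At 4 dpa 6.54 points were left, beyond the spread between replicates. Relative to flanks, all later libraries against 0 dpa gave an exact permutation p of 0.179, and the 4 time points one of 0.0190. A smaller share of sp7+ cells alone would not take whole fin above the level of sp7- cells at 0 dpa, but relative to flanks whole fin at 4 dpa lay 5.69 points above it. What stays open is the rise within sp7- cells themselves, by a change within cells or of their mix, with or without fewer sp7+ cells.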
